A study of Macaca mulatta with 6 samples.

How the data were processed

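Gene expression was measured on 6 arrays of rhesus macaque luteal cells. Per the labels, cells were dispersed from the corpus luteum, the progesterone-secreting gland that forms in the ovary after ovulation, taken 12 days after the surge of luteinizing hormone. They were plated on fibronectin in a serum-free medium. Treatment began at plating and lasted 24 h, with either 0.1% dimethyl sulfoxide (DMSO, the vehicle) or 1 µM T0901317, a synthetic agonist of the liver X receptors (LXRs). LXRs are nuclear receptors that sense oxidised cholesterol. There were 3 arrays per group, and the series' design text calls the replicates paired. Whether the 2 cultures of a pair came from the same animal is not stated in the sources used here. Total RNA was extracted with Trizol and spin columns and labelled with biotin, per the labels' protocols.

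The deposited values are on a log2 scale, from 1.81 to 14.7, for 52865 probe sets per array. Per the submitters' processing notes they were made with RMA, a method that corrects background, sets arrays to a common distribution and summarises the probes of each probe set. Its version is not given in the sources used here. The labels do not say whether the 6 arrays were processed together, and the medians of the columns ranged from 5.54 to 5.71, so they were not fully equal. Scanner files, detection calls and array dates were not used here, and no batch could be tested. Control probe sets, 99 in number, were left out of the tests, which left 52766. The 95th percentile of the mean level of the Bacillus control probe sets, a reference for dim signal, was 4.63. The number of arrays limits the precision of every value.

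Gene names came from the platform annotation supplied with the values. Of the tested probe sets, 24956 had 1 gene symbol, 361 had several and 27449 had none. Names were brought up to date by gene number through the supplied RefSeq gene table for rhesus macaque. It held 24616 of the 24956 numbers and changed 0 symbols. The build behind the array design is not stated in the sources used here, so no coordinates are given. The 14132 named genes include 1139 with only a provisional symbol, and 6375 genes had more than 1 probe set. A gene was represented by its probe set with the highest mean over the 6 arrays. A probe set without a symbol is unnamed here and may still measure a known gene.

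The comparison was T0901317 minus DMSO, fitted with limma 3.58.1 in R 4.3.3. The fit had the replicate number as a block, and eBayes with a trend of variance on mean level. P-values were two-sided and adjusted by the Benjamini-Hochberg method over the 52766 probe sets, with a threshold of 0.05. An exact sign-flip test over 3 pairs cannot give a two-sided p below 0.25, so single genes rest on limma's pooled spread. To check that the numbers pair the arrays, each array's deviations from its group mean were correlated across probe sets. Arrays with the same number had correlations of 0.658, 0.813 and 0.830, and each array correlated best with its own number. The pairing itself comes from the design text. No 2 arrays shared more than 0.328% of their values exactly.

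In all, 20 gene lists were fixed before the data were examined, 5 of them as primary lists. They cover LXR targets, lipid and steroid pathways, stress and other pathways, and markers of cell types that dispersed luteal tissue could hold. Each list was tested with camera at a preset correlation between genes of 0.01, adjusted over the 20 lists. Camera asks whether a list's genes shifted relative to all others. Camera with an estimated correlation and fry, which asks whether a list's genes moved one way on balance, were run beside it. Counts of list members are given over all probe sets tested and, where so worded, adjusted over the list alone.

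The rule for naming genes was also fixed beforehand. It takes the 12 genes that rose and the 12 that fell most among those past the threshold with the same sign in all 3 pairs. It adds a fixed set around LXR and luteal function, which includes ABCA1, ABCG1, MYLIP, SREBF1, NR1H3, NR1H2, LPCAT3, SCD, FASN, SCARB1, STAR, CYP11A1, HSD3B2 and LHCGR. From each list it takes up to 6 members past the threshold, or the 2 of largest change where none passed. APOE, RNF145, SQLE, CYP51A1, EBP, FADS2, ACSL1, MID1IP1, CLEC4A, OASL, IFIT2, IFIT3 and PLSCR1, and the unnamed probe sets given by ID, were chosen after their values were seen.

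The fit was tested on simulated data built from the 52766 probe sets of this comparison. At a log2 change of 0.5 it recovered 46 of 67 changed probe sets, or 68.7%. It recovered all 67 at a change of 1 and all 66 at a change of 2. It also called 16 of the 22 members of a list shifted by 0.5. Of 213 calls in all, 195 were true and 18 or 8.45% were false. The shifted list was found and 0 of 17 unshifted lists were called. The correlation between genes was not varied in this test, while it was estimated at 0.49 for the real cholesterol synthesis list. The count of 0 may therefore not hold for lists of correlated genes.

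Alternatives planned beforehand were a fit without the replicate block, the replicate as a random block, and each replicate left out. Others were cyclic loess, median centring, filters on dim probe sets, other variance priors, array weights, other ways to choose probe sets, other thresholds, and the other list tests. Covariates for RNA quality and for the hybridization controls, and a list of interferon-induced genes, were added after the data were seen. RNA quality was measured as the mean difference between the 3' and 5' control probe sets of actin, GAPDH and EF1a.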

Results

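The data were 6 arrays of luteal cells from rhesus macaques, 3 treated with DMSO and 3 with 1 µM T0901317 for 24 h. Each treated array was paired with the vehicle array of the same replicate number. The arrays had median log2 levels between 5.54 and 5.71, and 68.8% to 74.1% of probe sets lay above the reference for dim signal. The labels do not describe the replicates beyond calling them paired and biological. The series title names the question as the target genes of LXR in these cells.

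T0901317 raised known LXR targets. MYLIP, a ubiquitin ligase, rose most among named genes (probe set MmugDNA.25703.1.S1_at), by 2.39 ± 0.11 on the log2 scale (limma's SE, n = 3 pairs; 5.25-fold; limma adjusted p = 4.9e-06). For single genes, here and below, the SE rests on limma's pooled spread and not on the 3 pairs alone. SREBF1, a transcription factor of fatty acid synthesis, rose by 1.49 ± 0.14 (2.81-fold; adjusted p = 0.0015). NR1H3, which encodes LXR alpha itself, rose by 1.24 ± 0.11 (2.36-fold; adjusted p = 0.0011), and LPCAT3, an enzyme of phospholipid remodelling, rose by 1.07 ± 0.09 (2.10-fold; adjusted p = 5.1e-04). All 3 pairs moved the same way for each of these genes. The SDs of their pair differences were 0.31 for MYLIP, 0.49 for SREBF1, 0.21 for NR1H3 and 0.075 for LPCAT3. All 3 probe sets of MYLIP rose, by 1.05 to 2.39. SREBF1 rose on 2 of its probe sets, by 1.04 and 1.49, while a dimmer one differed by 0.23 (adjusted p = 1.00).

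Of the 28 listed LXR targets, 22 were measured under a name. Of these, 8 rose, 0 fell and 14 did not pass; adjusted over the list alone, 9 rose. Besides the 4 genes above, the risers were TMEM135 (1.35 ± 0.16), ACACA (0.84 ± 0.10), FASN (0.63 ± 0.09) and APOE (0.60 ± 0.07). The list as a group was higher than other genes, with a median of 0.11, a mean of 0.50 and 19 of 22 members above 0 (camera adjusted p = 6.3e-29). With an estimated correlation the adjusted p was 0.28, and fry gave an adjusted p of 0.15. Without replicate 1 the list's median was 0.18. The 14 members that did not pass had a median of 0.09, with 11 above 0. ABCA1, a cholesterol exporter, had a change of 0.47 ± 0.13 that passed only over the list alone (adjusted p = 0.88 over all probe sets). Its mean levels were low, 5.36 with DMSO and 5.83 with T0901317. The gene number that the annotation gives this probe set is not in the current gene table, so its identity is uncertain. ABCG1 and SCD were not analysed here, since no probe set carried their names. NR1H2, which encodes LXR beta, had a change of -0.07 ± 0.10 (adjusted p = 1.00).

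In all, 45 probe sets passed the threshold, 32 higher and 13 lower with T0901317. They include 25 named genes by their representative probe sets, 16 higher and 9 lower, and 11 unnamed probe sets. All 25 genes had the same sign in 3 of 3 pairs, and 12 changed at least 2-fold. At an unadjusted p under 0.05 there were 527 named genes. This count depends on the pairing and on each replicate. Without the replicate block 0 genes passed in limma (19 at an unadjusted p under 0.05), and 16, 38 and 105 passed without replicate 1, 2 and 3, sharing 16, 23 and 25 genes with the 25.

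**Figure D1:**
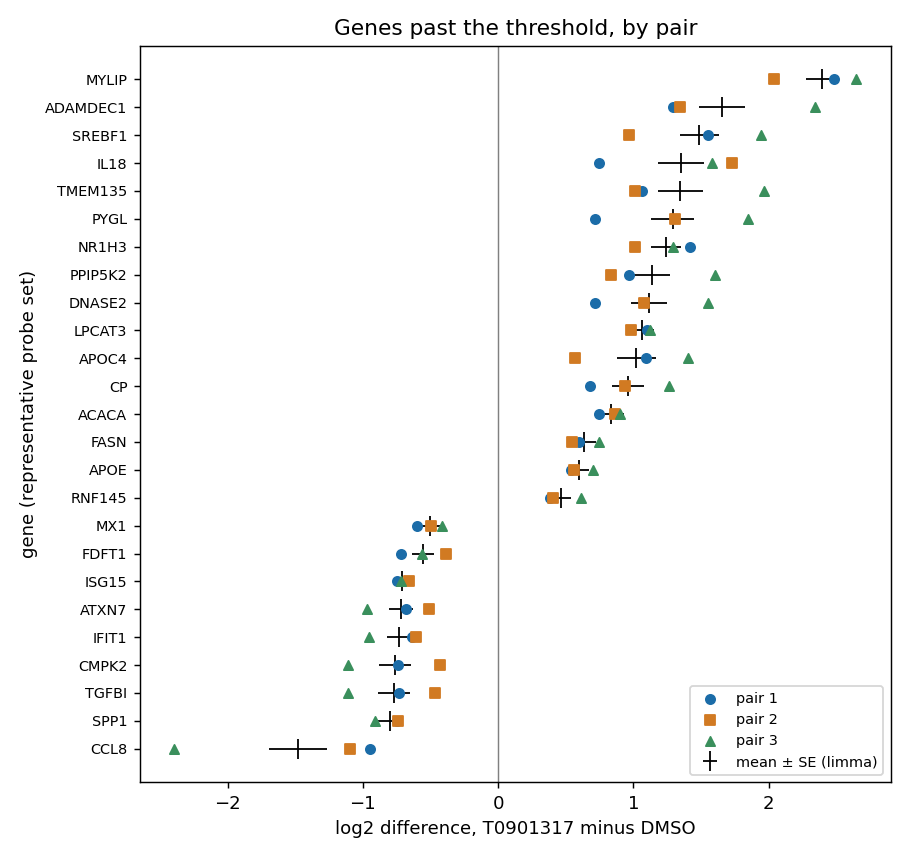
Log2 differences between T0901317 and DMSO (horizontal axis) for the 25 named genes past the threshold (vertical axis). Symbols are the 3 pairs, and black marks the mean with its SE from limma. Every symbol of the 16 higher genes lies above 0 and every symbol of the 9 lower genes below 0. MYLIP has the largest rise, 2.39, and CCL8 the largest fall, -1.48.

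Genes of fatty acid and triglyceride synthesis did not move together. Of 21 measured, 3 rose, 0 fell and 18 did not pass. The risers were SREBF1, ACACA and FASN, which also stand in the list of LXR targets. ACACA makes malonyl-CoA and FASN builds palmitate from it; a second, dimmer probe set of ACACA had 0.18 (adjusted p = 1.00). Adjusted over the list alone 5 rose, the other 2 being FADS2 (0.39 ± 0.11) and ACSL1 (0.31 ± 0.08). FADS2 ran from 0.23 to 0.47 over the refits. Its second, dimmer probe set had 0.11 ± 0.12, while that of ACSL1 had 0.32 ± 0.12. The list's median was 0.0011 and its mean 0.15, with 11 members above 0 and 10 below (camera adjusted p = 2.1e-04, upward). With an estimated correlation the adjusted p was 0.28. The median was below 0 under 4 alternatives, among them the fit without replicate 3 (-0.0038), while camera's direction stayed upward. MID1IP1, an activator of acetyl-CoA carboxylase, changed by 0.69 ± 0.09 on one probe set (adjusted p = 0.016) but by -0.06 ± 0.09 on its representative.

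Most measured genes of cholesterol synthesis lay below 0, and 1 passed the threshold. FDFT1, which makes squalene, fell by 0.55 ± 0.08 on the log2 scale (adjusted p = 0.028), and 13 of the 16 measured members lay below 0. Over all probe sets 1 fell, 0 rose and 15 did not pass; adjusted over the list alone 5 fell. The other 4 were SQLE (-0.54 ± 0.13), CYP51A1 (-0.51 ± 0.09), EBP (-0.36 ± 0.09) and HSD17B7 (-0.35 ± 0.09), enzymes of later steps of the pathway. SQLE ran from -0.71 to -0.33 over the refits. A second, dimmer probe set of SQLE had -0.11 ± 0.28, with -0.95, -0.48 and 1.08 in pairs 1, 2 and 3. The further probe sets of CYP51A1, EBP and HSD17B7 had -0.54 to -0.26. The median of the list was -0.19 (camera adjusted p = 1.7e-09), and -0.08 without replicate 1. The call was lost with an estimated correlation of 0.49 (adjusted p = 0.40) and with fry (adjusted p = 0.31).

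For cholesterol uptake, storage and intracellular transport, 9 genes were measured and none passed over all probe sets (0 rose, 0 fell). Adjusted over the list alone 2 fell, the scavenger receptor CD36 (-0.79 ± 0.14; adjusted p = 0.10 over all probe sets) and the lysosomal lipase LIPA (-0.23 ± 0.07). The list's median was -0.09 (camera adjusted p = 0.0019), with an adjusted p of 0.42 with an estimated correlation. This call was lost without replicate 1 (adjusted p = 0.059) and without the replicate block (adjusted p = 0.19). SCARB1 was not analysed here.

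Genes of progesterone synthesis and of the response to luteinizing hormone did not pass as a group. None of 18 measured members passed over all probe sets, and the median was -0.05 (camera adjusted p = 0.23; adjusted p = 0.71 with an estimated correlation). Without replicate 2 the median was -0.08. STAR, which carries cholesterol into mitochondria, had a change of -0.09 ± 0.08 to a mean level of 10.9, and HSD3B2, which makes progesterone, of -0.18 ± 0.12 (adjusted p = 1.00 for both). Over the refits STAR ran from -0.15 to 0.0075 and HSD3B2 from -0.23 to -0.08. The largest values were those of HSD17B7, also a cholesterol synthesis gene and the 1 member past the list-alone adjustment, and NR5A1 (-0.22 ± 0.14). NR5A1 lay below 0 in 2 of 3 pairs and ran from -0.35 to -0.05 over the refits. CYP11A1 and LHCGR were not analysed here.

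Genes outside the LXR target list rose as well. ADAMDEC1, a secreted metalloprotease, rose by 1.66 ± 0.17 (3.16-fold; adjusted p = 0.0024), and the cytokine IL18 by 1.35 ± 0.17 (2.55-fold; adjusted p = 0.0090). DNASE2, a lysosomal nuclease, rose by 1.11 ± 0.13 and the copper-binding plasma protein CP by 0.96 ± 0.12. APOC4, a lipoprotein component read by a probe set of a kind that can match several transcripts, rose by 1.02 ± 0.14. PYGL, a glycogen phosphorylase, rose by 1.29 ± 0.16 on its representative and by 1.12 on another probe set, but its other 4 probe sets lay between -0.07 and 0.04. PPIP5K2 rose by 1.14 ± 0.14 and on 1 more probe set by 0.89, while 2 others had -0.10 and -0.09. RNF145, a ubiquitin ligase of the endoplasmic reticulum, had the smallest change called, 0.47 ± 0.07, and -0.03 on its second probe set.

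Of the 9 genes that fell, the chemokine CCL8 changed most. It fell by 1.48 ± 0.21 on the log2 scale (2.79-fold lower; adjusted p = 0.029), with another probe set at -0.02 and one at -1.36 that did not pass (adjusted p = 0.10 for the latter). The call of CCL8 was lost in 6 of 16 refits. Among them were cyclic loess (-1.44; adjusted p = 0.22) and the mean of its probe sets (-0.96; adjusted p = 0.098). SPP1, or osteopontin, fell by 0.80 ± 0.09 (adjusted p = 0.0041), and TGFBI, a matrix protein, by 0.77 ± 0.12 (adjusted p = 0.044). CMPK2, a mitochondrial nucleotide kinase, fell by 0.76 ± 0.12, IFIT1, an RNA-binding antiviral protein, by 0.73 ± 0.09, and MX1, an antiviral GTPase, by 0.50 ± 0.07. ISG15, a ubiquitin-like modifier, fell by 0.71 ± 0.07 (adjusted p = 0.0020), with 0.75, 0.66 and 0.72 as the sizes of the fall in the pairs. ATXN7 fell by 0.72 ± 0.09 on its representative, while its other probe sets had -0.51 and 0.17 and did not pass. Over the 3 vehicle arrays the levels of CCL8, SPP1, CMPK2, IFIT1 and ISG15 varied with SDs of 1.86 to 1.98, more than the treatment changed them.

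Among other pathways, inflammatory genes had a median of -0.05 over 21 members (camera adjusted p = 0.0029; adjusted p = 0.28 with an estimated correlation). None passed over all probe sets, and adjusted over the list alone 2 fell, IL6 (-0.37 ± 0.06) and CXCL10 (-0.63 ± 0.15, in 2 of 3 pairs). The call was lost without the replicate block (adjusted p = 0.18). The receptors and partners of LXR had 1 riser of 15, NR1H3, and a median of 0.03 (camera adjusted p = 0.0056; adjusted p = 0.70 with an estimated correlation). Without replicate 3 that median was -0.0087 and the call was lost (adjusted p = 0.082), as it was without the replicate block (adjusted p = 0.18). Targets of the pregnane X and farnesoid X receptors, which T0901317 can also engage, had a median of 0.0026 over 14 members with a mean of -0.0081 (camera adjusted p = 0.74). Leaving out 1 replicate gave medians of -0.0082 to -9.5e-05 for these targets. Their largest values were FETUB (0.24 ± 0.13) and CYP2B6 (-0.22 ± 0.16). FETUB had mean levels of 4.56 with DMSO, below the reference for dim signal of 4.63, and 4.80 with T0901317. The median level of these targets was 5.30 to 5.72 over the arrays. Such low levels limit what the list can show about engagement of these receptors. CYP2B6 lay below 0 in 2 of 3 pairs and ran from -0.46 to -0.0085 over the refits.

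No list among the remaining pathways passed camera. For the unfolded protein and integrated stress response the median was -0.06 (adjusted p = 0.33), with ATF3 at -0.16 and HSP90B1 at -0.11. For apoptosis it was -0.06 (adjusted p = 0.14), with CASP8 at -0.39 and FAS at -0.19, and the list passed without replicate 2 (adjusted p = 0.029). CASP8 lay below 0 in 2 of 3 pairs and ran from -0.59 to -0.17 over the refits. For the cell cycle the median was -0.0076 and the test pointed upward (adjusted p = 0.86), with CCNA2 at -0.15 and AURKA at 0.13. For matrix and matrix proteases it was -0.03 (adjusted p = 0.44), with MMP19 at -0.36, which passed over the list alone, and PLAU at -0.19. For hypoxia and angiogenesis it was 0.0060 (adjusted p = 0.23), with ANGPTL4 at -0.30 and FLT1 at 0.27, the latter below the reference for dim signal. For immediate early and heat shock genes it was -0.03 (adjusted p = 0.26), with EGR2 at -0.31 and FOS at -0.20. None of these genes passed over all probe sets. The medians of these lists moved when 1 replicate was left out. The stress response had -0.096 to -0.0078, apoptosis -0.094 to -0.025 and the cell cycle -0.050 to -0.0008. Matrix genes had -0.070 to 0.055, hypoxia and angiogenesis 0.016 to 0.036, and immediate early and heat shock genes -0.061 to -0.013.

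Markers of other cell types moved in different directions. Endothelial markers were higher, with a median of 0.16 and 10 of 12 above 0 (camera adjusted p = 3.4e-04; adjusted p = 0.28 with an estimated correlation). CDH5 passed over the list alone (0.39 ± 0.10) and CLDN5 had 0.24 ± 0.12. Markers of pericytes and smooth muscle were lower, with a median of -0.12 and 8 of 8 below 0 (adjusted p = 0.0010; adjusted p = 0.28 with an estimated correlation), with CSPG4 (-0.36 ± 0.13, but 0.03 and 0.23 on its other 2 probe sets) and CNN1 (-0.33 ± 0.10). Markers of blood cells and neutrophils had a median of -0.20 over 7 genes (adjusted p = 8.0e-04; adjusted p = 0.28 with an estimated correlation), with S100A9 (-0.56 ± 0.14) and PPBP (-0.49 ± 0.16) past the list-alone adjustment. PPBP lay below the reference for dim signal, with means of 4.39 and 3.90, and its difference in pair 3 was -0.00073. No marker in these lists passed over all probe sets. The endothelial median was 0.08 without replicate 3. The blood cell median was -0.36 without replicate 2, and -0.11 without replicate 1 or without replicate 3. The pericyte call was lost without the replicate block (adjusted p = 0.18).

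Macrophage markers had a median of -0.02 over 11 genes (camera adjusted p = 0.60), with TYROBP (-0.29 ± 0.08, past the list-alone adjustment) and CSF1R (-0.25 ± 0.11) as the largest values. Their level differed more between replicates than with treatment: the median over markers was 7.13, 8.81 and 8.84 in the vehicle arrays of replicates 1, 2 and 3. Markers of T and NK cells had a median of -0.09 (adjusted p = 0.11), with CD7 at -0.28 and GNLY at -0.19. CD7 lay below the reference for dim signal, with means of 4.33 and 4.05. Markers of fibroblasts had a median of -0.05 with 9 of 10 below 0 (adjusted p = 0.26), and DPT and LUM both had -0.16. Without replicate 3 the fibroblast median was -0.09 (adjusted p = 0.054). The macrophage median was -0.07 without replicate 3 and 0.04 without replicate 1. That of T and NK cells was -0.15 without replicate 2.

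**Figure D2:**
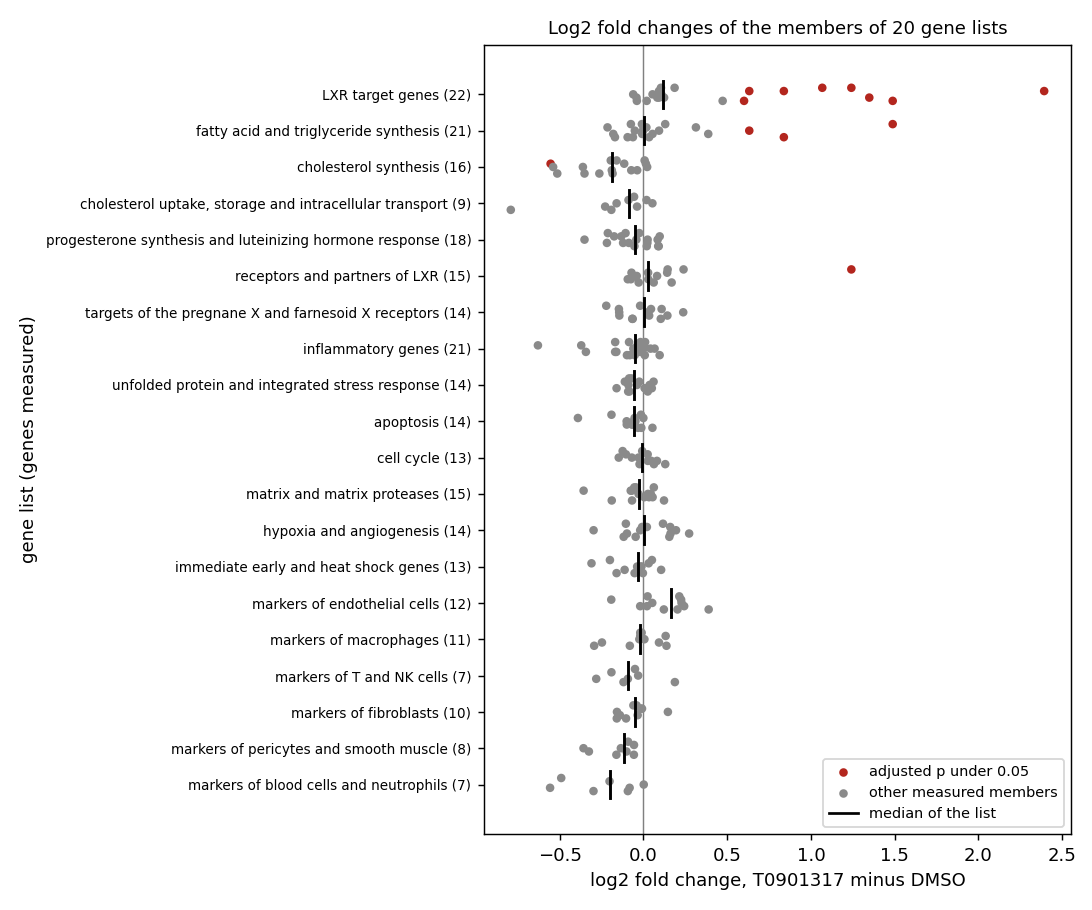
Log2 fold changes, T0901317 minus DMSO (horizontal axis), of the measured members of the 20 gene lists (vertical axis, number measured in brackets). Points are genes, red where the adjusted p over all probe sets was under 0.05, and black bars are the medians. Red points lie to the right for LXR targets (8), fatty acid synthesis (3) and receptors (1), and to the left for cholesterol synthesis (1).

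RNA quality differed between arrays. The 3' minus 5' difference of the actin control was 3.50 in the vehicle array and 2.45 in the treated array of replicate 3, and between 1.54 and 2.03 in the other 4 arrays. Averaged over actin, GAPDH and EF1a, the difference was 0.16 higher with T0901317 in pair 1, 0.08 lower in pair 2 and 0.59 lower in pair 3. With this measure as a covariate, 74 named genes passed, including all 25. That fit has fewer residual degrees of freedom than the main one, so its count is no measure of a better adjustment. None of the 99 control probe sets passed in limma's fit, and 2 had an unadjusted p under 0.05.

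**Figure D3:**
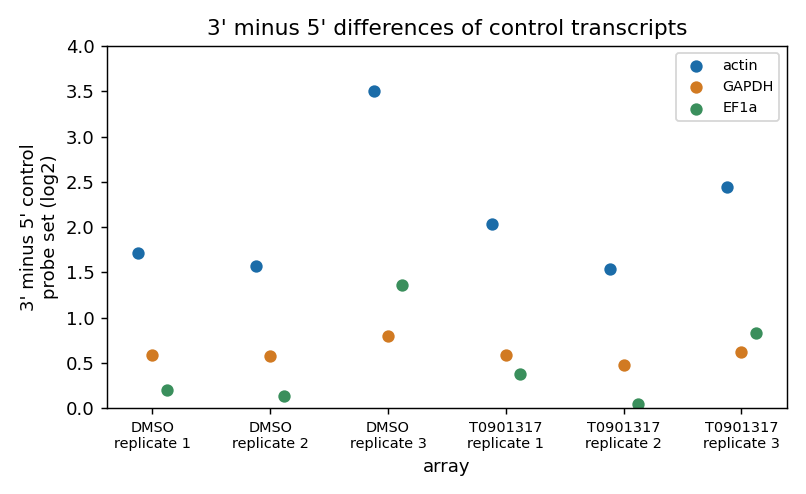
Log2 difference between the 3' and 5' control probe sets of actin, GAPDH and EF1a (vertical axis) on each of the 6 arrays (horizontal axis, 1 array each, no error bars). The arrays of replicate 3 have the highest actin values, 3.50 and 2.45, and the highest EF1a values, 1.36 and 0.83.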

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

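The covariates for RNA quality and for the hybridization controls (labelled RNA) were chosen after the data were seen, as was the list of interferon-induced genes; the other alternatives were planned. A sign change of a value past the threshold in neither setting was not counted as a reversal.

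The direction of all 25 genes past the threshold was kept in each of the 16 refits that measured them (15 for APOC4, whose only probe set can match several transcripts), while their calls were not. Many of these refits could not reverse a direction. All 25 genes had the same sign in 3 of 3 pairs, so leaving out a replicate keeps it. Fits that alter only the block, the variance prior or the level filter return the same change. Other scaling, other probe sets and the covariates could have reversed it. Without the replicate block 0 genes passed in limma, 0 higher and 0 lower, with 0 probe sets (19 genes at an unadjusted p under 0.05). With a random block 1 gene passed, MYLIP, which was higher, with 0 lower and 3 probe sets. The replicates differ strongly, so a fit without the block carries their spread in its error. Leaving out 1 replicate gave 16 to 105 genes, 12 to 48 higher and 4 to 57 lower, and 35 to 328 probe sets. The 16 without replicate 1 were among the 25; without replicate 2 23 of 38 were shared, FASN and MX1 being lost, and without replicate 3 25 of 105 were shared. The genes lost without replicate 1 were APOC4, APOE, ATXN7, CMPK2, FASN, FDFT1, MX1, RNF145 and TGFBI.

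Without a trend of variance on level 3 genes passed, 3 higher and 0 lower, with 11 probe sets. A robust variance prior gave 23 genes, 8 lower, and 43 probe sets. Of these genes 22 were shared, and ADAMDEC1, PYGL and CCL8 were lost. Array weights gave 41 genes, 21 of them lower, and 75 probe sets. Cyclic loess gave 15 genes, 2 lower, and 27 probe sets, and all 15 were shared. Median centring gave 16 lower genes, and leaving out probe sets that can match several transcripts gave 16 lower genes as well. The mean of a gene's probe sets gave 15 genes, 4 lower, and 24 features. With the RNA quality covariate 74 genes passed, 29 higher and 45 lower, with 206 probe sets, and all 25 were shared. With the labelled RNA covariate 15 passed, 3 lower, and all 15 were shared. The cause of these differences was not tested, but a higher count need not mean larger or more precise changes. CYP51A1 had -0.51 ± 0.09 in the main fit (adjusted p = 0.070) and -0.55 ± 0.09 without replicate 3 (adjusted p = 1.3e-06). A covariate or a left-out replicate leaves fewer residual degrees of freedom, so these counts are no measure of a better fit. By construction a threshold of 0.10 gave more, 39 genes, 20 lower, and 68 probe sets, one of 0.01 gave 4 lower genes and 29 probe sets, and a fold of at least 2 gave 12 genes, 1 lower, and 25 probe sets.

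The list tests depended on how correlation between genes was treated. With an estimated correlation no primary list passed: LXR targets had a median of 0.11 (adjusted p = 0.28), fatty acid synthesis 0.0011 (0.28), cholesterol synthesis -0.19 (0.40) and uptake, storage and transport -0.089 (0.42). Fry gave adjusted p-values of 0.15, 0.26, 0.31 and 0.31 for these medians of 0.11, 0.0011, -0.19 and -0.089. Of the other lists, 0 passed by either test, against 5 at the preset correlation; 2 passed without the block and 3 with a random block. LXR targets and cholesterol synthesis passed in 16 of 18 settings each, with medians of 0.10 to 0.18 and -0.25 to -0.08. The settings that passed kept camera's preset correlation, and both lists lost the call with the estimated correlation and with fry. The robust prior gave the same list values as the main fit, so it was no separate test. The number of settings passed is therefore no measure of how firm these calls are. The uptake list's median stayed at -0.089 without the block (adjusted p = 0.19) and with a random block (adjusted p = 0.075), past the threshold in neither; leaving out 1 replicate gave -0.10 to -0.072, and without replicate 1 the call was lost (adjusted p = 0.059). Its median was -0.042 with the mean of a gene's probe sets and -0.14 with median centring, past the threshold in both. Over its 18 settings adjusted p ran from 9.1e-05 to 0.42.

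The median of fatty acid synthesis changed sign, from 0.0011 to -0.026 with median centring, -0.0026 without probe sets that can match several transcripts and -0.010 with the RNA quality covariate. Leaving out 1 replicate gave -0.0038 (without replicate 3) to 0.023. The median of receptors and partners of LXR became -0.00062 with probe sets at or above the median level and -0.0040 with array weights. Leaving out 1 replicate gave -0.0087 (without replicate 3) to 0.087. These medians lie near 0 over members that go both ways, and the cause was not tested. For all 9 lists past the threshold camera's direction was kept in every setting (0 changed). Of the 11 other lists, 5 changed the sign of their median in some setting, and apoptosis passed without replicate 2. The receptors' call was also lost with the RNA quality covariate (adjusted p = 0.057). The blood cell call was lost without probe sets that can match several transcripts (adjusted p = 0.15).

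Of the 47 named genes not past the threshold, 14 passed in some setting and 5 had the opposite sign in some setting: STAR, CCNA2, AURKA, LUM and MID1IP1. The median change of all probe sets was 0.0044 as deposited, -0.0035 after cyclic loess and -0.020 after median centring. Signal over background limits what dim probe sets can show.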

Other observations

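The tests with the RNA quality and labelled RNA covariates, those on the list of interferon-induced genes, the comparisons of cell type markers and the gap after cyclic loess were chosen after the results were seen, as were that list and the single genes and probe sets named here.

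Most measured genes that interferon induces lay below 0 with T0901317. Of 44 such genes, 0 of them in the lists fixed beforehand, 34 were measured and 33 lay below 0. ISG15, IFIT1, CMPK2 and MX1 passed over all probe sets, and the list was written after these had been seen. After cyclic loess ISG15 kept its call, while IFIT1, CMPK2 and MX1 lost theirs (adjusted p = 0.065, 0.21 and 0.053). Their changes there were -0.69, -0.72 and -0.47. Adjusted over the list alone 26 were lower and 1 higher, PLSCR1 (0.38 ± 0.16, in 2 of 3 pairs). Among those below were OASL (-0.64 ± 0.11), IFIT2 (-0.62 ± 0.12) and IFIT3 (-0.33 ± 0.06), each in 3 of 3 pairs, although 5 other probe sets of IFIT2 had -0.37 to -0.0088. The list's median was -0.35, and -0.44, -0.18 and -0.43 in pairs 1, 2 and 3 (camera p = 2.4e-45, p = 0.042 with an estimated correlation of 0.34, fry p = 0.031). These p-values are unadjusted, unlike those given for the lists fixed beforehand. Unadjusted, the LXR target list had p = 0.016 by camera with an estimated correlation and p = 0.0075 by fry. The median of the interferon-induced list was -0.45 to -0.29 over 18 settings.

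A difference in RNA quality within pairs, as measured here, is argued against as the whole cause of the lower interferon-induced genes. With the 3' minus 5' measure as a covariate the mean of the list was -0.35 (SE 0.04 over its members, which are correlated and not independent), as it was without it. The means in the pairs were -0.45, -0.21 and -0.38, each from 1 array against 1, while the measure differed in opposite directions in pairs 1 and 3. The hybridization controls (labelled RNA) differed by 0.47, -0.15 and 0.15 in pairs 1, 2 and 3, and the list's mean was lower where they were higher. With them as a covariate IFIT1, CMPK2 and MX1 lost their calls (adjusted p = 0.076, 0.31 and 0.63), while ISG15 kept its call. The changes of IFIT1, CMPK2 and MX1 were -0.73, -0.69 and -0.48, against -0.73, -0.76 and -0.50 without it. Labelled RNA stays open as a part of the cause. By the 11 macrophage markers, fewer macrophages are argued against too as the whole cause. The 95% interval of the mean change of these markers was -0.12 to 0.06, above the interferon-induced list's mean of -0.35. It runs over markers, which are not independent replicates. Of the markers 7 lay below 0 and 4 above, and TYROBP had -0.29. CLEC4A, a lectin of myeloid cells that is not among them, had -0.61 on its representative. Blood cells and neutrophils are not excluded: 6 of their 7 markers lay below 0, and the 95% interval of their mean change of -0.25 ran from -0.44 to -0.05, which holds the list's mean. Whether the whole group was lower beyond the called genes stays open. Without them 29 of 30 genes lay below 0, with a median of -0.34. Camera with an estimated correlation, however, gave an unadjusted p of 0.052 (fry unadjusted p = 0.044). The pattern was found and tested on the same data. Treatment and any other difference between the wells of a pair are confounded and stay open, and no biological explanation was tested.

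The lower values of cholesterol synthesis genes were weighed in the same way. With the RNA quality covariate the list's mean was -0.25 (SE 0.04, again over correlated members), against -0.22 without it. The list stayed past the threshold of camera (adjusted p = 1.2e-13 at the preset correlation; 1.2e-13 to 0.40 over its settings). The number of genes past the threshold rose from 25 to 74 in this fit, which has fewer residual degrees of freedom. The list's mean, not that count, argues against RNA quality, as measured here, as the whole cause. With the labelled RNA covariate the list's median was -0.10, against -0.19 without it (adjusted p = 1.2e-06), and FDFT1 lost its call, with -0.47 ± 0.11 (adjusted p = 0.53) against -0.55 ± 0.08, as its SE grew and its change shrank. The rule for this test was changed more than once after the values were seen, and a form that asked each pair to lie below 0 by over 2 SE was not met in pair 3 (-0.17 ± 0.09; -0.37 ± 0.05 and -0.12 ± 0.04 in pairs 1 and 2). After cyclic loess the list's median stayed below that of all probe sets, by a gap of -0.15 (SE 0.05, again over correlated members). FDFT1 lost its call there too, with -0.52 ± 0.07 (adjusted p = 0.053). The gap argues against normalization between arrays as the whole cause of the list's shift. Treatment and other differences between the wells stay open as well.

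Endothelial markers lay mostly above 0 and pericyte markers below 0, but none of the 12 and 8 markers passed over all probe sets, and with an estimated correlation neither list passed (adjusted p = 0.28 for both; fry adjusted p = 0.26 and 0.29). A lower share of luteal cells would raise markers of both. The difference between the means of the lists, which were picked for moving apart, was 0.29, and 0.31, 0.15 and 0.40 in pairs 1, 2 and 3. Its 95% interval was 0.16 to 0.42 over markers but -0.03 to 0.60 over the 3 pairs. Over all 6 lists of cell type markers, 5 of which had a median below 0, the 55 markers differed between types (permutation p = 1e-04, the smallest that 10000 permutations can give), and the pericyte mean was -0.16 (95% interval -0.26 to -0.06). These tests run over markers, which are not independent replicates, and their rule was also changed after the values were seen. They argue against a lower share of luteal cells as the whole cause. Different shares of endothelial cells and pericytes between the wells of a pair could give the pattern and cannot be told apart from a change within the cells: 16.7% of endothelial markers were below 0, with 10 of 12 above 0, and 8 of 8 pericyte markers below 0.

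Of the probe sets past the threshold, 11 have no gene name. Those that rose most were MmuSTS.2947.1.S1_at, by 2.68 ± 0.13, more than MYLIP, and MmugDNA.800.1.S1_at, by 2.26 ± 0.16. Those that fell most were MmugDNA.21439.1.S1_at, with -1.11 ± 0.10, and MmugDNA.6142.1.S1_at, with -0.67 ± 0.10. All 4 had the same sign in 3 of 3 pairs and kept it in 16 refits, many of which could not reverse it. Their calls were lost in 1, 3, 2 and 7 of the refits, in this order. CLEC4A, a lectin of myeloid cells, changed by -0.999 ± 0.14 on one probe set (adjusted p = 0.022) and by -0.61 ± 0.10 on its representative (adjusted p = 0.058).

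The 6 arrays split into groups of 3 in 10 ways, too few for a share under 0.05. The real split gave 25 genes and the highest other 0 genes in limma, although 75 to 1136 genes had an unadjusted p under 0.05 in the others, against 527; 1 split, the real one, gave as many as 25. It gave 9 lists past the threshold against 7 at most in the others (1 split as large, the real one). Among the 4 splits that part all 3 pairs the highest other number of lists was 5. For the size of the LXR list's median, 9 of the 10 splits were as large as the real 0.11, the highest at 0.27. Of the splits parting all 3 pairs, 3 of 4 were as large, the highest other at 0.17. The other 6 splits part 1 pair only, so that with the replicate block they measure the treatment difference of that pair. Each pair's difference was counted in 2 of them, with LXR medians of 0.21, 0.27 and 0.26 for pairs 1, 2 and 3. The 9 splits are therefore not 9 separate groupings. In splits other than the real one, part of the treatment difference falls into the error, so their 0 genes is a weak comparison.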
